# The effect of breed and diet type on the global transcriptome of hepatic tissue in beef cattle divergent for feed efficiency

**DOI:** 10.1186/s12864-019-5906-8

**Published:** 2019-06-26

**Authors:** Marc G. Higgins, David A. Kenny, Claire Fitzsimons, Gordon Blackshields, Séan Coyle, Clare McKenna, Mark McGee, Derek W. Morris, Sinéad M. Waters

**Keywords:** Bovine genetics, RNA-Seq, Feed efficiency

## Abstract

**Background:**

Feed efficiency is an important economic and environmental trait in beef production, which can be measured in terms of residual feed intake (RFI). Cattle selected for low-RFI (feed efficient) have similar production levels but decreased feed intake, while also emitting less methane. RFI is difficult and expensive to measure and is not widely adopted in beef production systems. However, development of DNA-based biomarkers for RFI may facilitate its adoption in genomic-assisted breeding programmes. Cattle have been shown to re-rank in terms of RFI across diets and age, while also RFI varies by breed. Therefore, we used RNA-Seq technology to investigate the hepatic transcriptome of RFI-divergent Charolais (CH) and Holstein-Friesian (HF) steers across three dietary phases to identify genes and biological pathways associated with RFI regardless of diet or breed.

**Results:**

Residual feed intake was measured during a high-concentrate phase, a zero-grazed grass phase and a final high-concentrate phase. In total, 322 and 33 differentially expressed genes (DEGs) were identified across all diets for CH and HF steers, respectively. Three genes, *GADD45G*, *HP* and *MID1IP1,* were differentially expressed in CH when both the high-concentrate zero-grazed grass diet were offered. Two canonical pathways were enriched across all diets for CH steers. These canonical pathways were related to immune function.

**Conclusions:**

The absence of common differentially expressed genes across all dietary phases and breeds in this study supports previous reports of the re-ranking of animals in terms of RFI when offered differing diets over their lifetime. However, we have identified biological processes such as the immune response and lipid metabolism as potentially associated with RFI divergence emphasising the previously reported roles of these biological processes with respect to RFI.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5906-8) contains supplementary material, which is available to authorized users.

## Background

Feed provision accounts for more than 70% of direct costs in beef production systems [1]. Selection of feed efficient cattle would improve profits by reducing expenditure on feed while maintaining output [2]. Moreover, there is increasing pressure on the global agri-food industry to improve its environmental footprint, while increasing output to meet the growing demand for protein [3]. Selection for feed efficient cattle could maintain output while concurrently decreasing methane emissions, as it has been suggested that low-RFI beef cattle emit less methane than their inefficient counterparts [4].

Feed efficiency has several methods of measurement including residual feed intake (RFI) [5], which is defined as the difference between an animal’s actual and predicted feed intake. Residual feed intake has gained popularity as a measure of feed efficiency due to its moderate heritability and its phenotypic independence from production traits [2]. It has been suggested that variation in RFI may be due to differences in an animal’s physiological processes, such as those that occur in the liver [6]. The liver is a major metabolic organ in ruminants, typically consuming 24% of total energy [7]. The liver distributes nutrients to organs for both maintenance and production, amongst other functions such as gluconeogenesis [8]. The liver also plays a role in physiological processes such as the immune response, glucose metabolism and lipid metabolism [9, 10]. Due to the multifactorial role of the ruminant liver, any variation in its gene expression may reflect divergent efficiency of overall metabolic and physiological function potentially leading to phenotypic differences in RFI.

Incorporating RFI into breeding programmes would enable selection of feed efficient cattle, thereby improving farm profits. The calculation of RFI requires an expensive and often labour intensive performance measurement period during which individual feed intake and weight gain are recorded for each animal [11]. Residual feed intake’s observed heritability, with an estimated range of 0.26–0.54 [2], has led to considerable international interest in the discovery of accurate and robust biological markers of RFI or other means of identifying low-RFI cattle, such as by using genomic estimated breeding values (GEBVs) or single-step genomic prediction) [12, 13]. However, the use of GEBVs or single-step genomic prediction shed little light on the underlying biology of RFI.

Differences in breed [14, 15] and physiological ages [16, 17], as well as genotype-by-environment interactions, have been observed to cause re-ranking of cattle for RFI status [18, 19]. This represents a challenge in elucidating the underlying biology of RFI as re-ranking of cattle for RFI across diets may indicate that diet causes variation in the biological processes underlying RFI [20]. Therefore, it is important to investigate the biological mechanisms underpinning RFI-divergence across physiological age, breed and diet in order to gain a complete understanding of the biology underpinning this trait.

RNA-Seq, a method by which all expressed genes within a tissue are profiled [21], has been used to identify differentially expressed genes (DEGs) associated with RFI. RNA-Seq offers several advantages over other transcriptome profiling methods including that the technology facilitates the entire transcriptome of an organism to be investigated rather than known genes as is the case for microarray analysis or real time PCR [21]. RNA-Seq analyses have been conducted to investigate variation in gene expression between RFI-divergent cattle in several tissues including liver [22, 23], skeletal muscle [24] and rumen epithelial tissue [25]. Recently, Mukiibi et al.*,* (2018) observed five DEGs across three breeds of Canadian cattle offered the same diet [26].

To identify genes associated with RFI across breed, diet and physiological age, we conducted RNA-Seq analysis of the liver transcriptome of two breeds of cattle subjected to three dietary regimens: a high-concentrate diet, a zero-grazed grass diet and cattle were finished on a high-concentrate diet. The aims of this study were: (i) to elucidate the underlying biology of RFI by investigating key genes and pathways implicated in RFI divergence and (ii) to identify genes and biological functions associated with RFI across multiple breeds and dietary phases in order to highlight candidate genes for further interrogation as potential biomarkers for RFI.

## Results

### Animal model

Across all three dietary phases and within breed, cattle were ranked in terms of RFI and divided into thirds. The steers with the lowest-RFI values were deemed to be low RFI, while those with the highest RFI values were designated to be high RFI. High RFI steers consumed more feed on average than their low RFI counterparts (*P* < 0.001), while having a similar average daily gain (ADG) (*P* > 0.05). As expected, within breed and dietary phase no statistically significant difference in metabolic body weight (MBW) and ADG was observed between the two RFI groups (Table 1). Similar patterns are observed when the animals for which RNA-Seq libraries were generated (Table 2), however the high RFI CH steers offered the zero-grazed grass (ZG) diet displayed a trend to consume less feed than their low RFI counterparts (*P* = 0.07).

**Table 1:** Feed intake, RFI and growth traits for the entire population of low and high RFI steers during different dietary phases

Trait	Diet-Breed	Low (S.D.)	High (S.D.)	*P-*value
DMI (kg/d)	H1.CH	7.8 (0.68)	9 (0.58)	< 0.001
	H1.HF	8.3 (0.87)	9.3 (0.68)	< 0.001
	ZG.CH	8.8 (0.48)	9.4 (0.42)	< 0.001
	ZG.HF	9.1 (0.47)	10 (0.48)	< 0.001
	H2.CH	10.8 (0.69)	12.3 (0.90)	< 0.001
	H2.HF	11.6 (1.18)	13.6 (1.25)	< 0.001
RFI (kg DM/d)	H1.CH	−0.5 (0.15)	0.56 (0.17)	< 0.001
	H1.HF	−0.5 (0.27)	0.53 (0.26)	< 0.001
	ZG.CH	−0.35 (0.16)	0.35 (0.17)	< 0.001
	ZG.HF	−0.42 (0.27)	0.56 (0.18)	< 0.001
	H2.CH	−0.75 (0.29)	0.76 (0.39)	< 0.001
	H2.HF	−1.01 (0.54)	1.03 (0.28)	< 0.001
ADG (kg)	H1.CH	1.3 (0.36)	1.4 (0.26)	0.43
	H1.HF	1.4 (0.35)	1.4 (0.20)	0.78
	ZG.CH	1.4 (0.14)	1.4 (0.22)	0.96
	ZG.HF	1.2 (0.18)	1.3 (0.24)	0.85
	H2.CH	1.4 (0.25)	1.4 (0.28)	0.64
	H2.HF	1.3 (0.47)	1.3 (0.16)	0.98
MBW (kg)	H1.CH	95 (5.15)	96 (5.77)	0.79
	H1.HF	81 (7.81)	80 (6.12)	0.90
	ZG.CH	116 (7.26)	115 (6.41)	0.80
	ZG.HF	102 (3.34)	104 (8.34)	0.90
	H2.CH	139 (6.91)	140 (7.28)	0.79
	H2.HF	131 (8.41)	141 (9.50)	0.90

*DMI* dry matter intake, *RFI* residual feed intake, *ADG* average daily gain, *MBW* metabolic body weight, *CH* Charolais, *HF* Holstein-Friesian, *Low* low RFI, *High* high RFI, *S.D*. Standard deviation, *H1* high concentrate diet 1, *H2* high concentrate diet 2, *ZG* zero-grazed grass diet

**Table 2:** Feed intake, RFI and growth traits for the low and high RFI steers for which RNA-Seq libraries were successfully generated during different dietary phases

Trait	Diet-Breed	Low	High	*P-*value
DMI (kg/d)	H1.CH	7.5 (*n* = 9)	9.1 (*n* = 11)	< 0.001
	H1.HF	7.7 (*n* = 7)	9.7 (n = 9)	< 0.001
	ZG.CH	8.4 (*n* = 3)	9.7 (n = 3)	0.07
	ZG.HF	8.8 (*n* = 10)	10.3 (*n* = 8)	< 0.001
	H2.CH	10.5 (n = 9)	12.9 (n = 8)	< 0.001
	H2.HF	10.8 (*n* = 5)	13.6 (n = 8)	0.002
RFI (kg DM/d)	H1.CH	−0.8	0.8	< 0.001
	H1.HF	−0.9	0.8	< 0.001
	ZG.CH	−0.5	0.5	< 0.001
	ZG.HF	−0.7	0.7	< 0.001
	H2.CH	−1.1	1.2	< 0.001
	H2.HF	−1.9	1.3	< 0.001
ADG (kg)	H1.CH	1.3	1.3	0.9
	H1.HF	1.4	1.2	0.2
	ZG.CH	1.3	1.3	0.6
	ZG.HF	1.3	1.2	0.2
	H2.CH	1.4	1.4	0.8
	H2.HF	1.3	1.4	0.7
MBW (kg)	H1.CH	95	95	0.76
	H1.HF	81	80	0.59
	ZG.CH	113	118	0.53
	ZG.HF	105	104	0.55
	H2.CH	137	142	0.45
	H2.HF	130	127	0.56

*DMI* dry matter intake, *RFI* residual feed intake, *ADG* average daily gain, *MBW* metabolic body weight, *CH* Charolais, *HF* Holstein-Friesian, *Low* low RFI, *High* high RFI, *H1* high concentrate diet 1, *H2* high concentrate diet 2, *ZG* zero-grazed grass diet

### Differential gene expression analysis

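Liver RNA was sequenced from Charolais (CH) and Holstein-Friesian (HF) steers with low or high residual feed intake (RFI), low RFI being the more feed-efficient state, for each of 3 dietary phases. H1 and H2 were high-concentrate diets and ZG was zero-grazed grass. The authors deposited the number of reads that STAR counted on each of 24616 Ensembl genes without normalization, and 90 libraries were analysed here. The CH libraries came from 9 low and 11 high RFI steers for H1, from 3 low and 3 high RFI steers for ZG, and from 9 low and 8 high RFI steers for H2. The HF libraries came from 7 low and 9 high RFI steers for H1, from 10 low and 8 high RFI steers for ZG, and from 5 low and 8 high RFI steers for H2. Between 9097695 and 63621304 reads per library were counted on genes, with a median of 18858293. The libraries carried 73 steer numbers, of which 15 occurred in more than 1 phase. Each breed and diet was fitted alone with edgeR's quasi-likelihood test, after TMM normalization and edgeR's filter on genes with low counts, and fold changes are those of low over high RFI. Genes with a Benjamini-Hochberg adjusted p under 0.1, the threshold the paper used with DESeq2, are described as called. The standard error (SE) of a log2 fold change was derived from the test statistic. Normalized counts (CPM) are counts scaled to the library size after TMM normalization, given as mean ± SD. Gene names were taken from Additional file 2, which names 352 identifiers.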

A total of 160, 158 and 4 genes (adjusted *P* < 0.1) were identified as differentially expressed between high and low RFI Charolais (CH) cattle for the high-concentrate phase 1 (H1), ZG and high-concentrate phase 2 (H2) diets, respectively. For the Holstein-Friesian (HF) steers; 26, 2 and 5 (adjusted *P* < 0.1) were differentially expressed between RFI cohorts for H1, ZG and H2, respectively. 

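For CH steers, edgeR's quasi-likelihood test called 2 of 12920 genes under H1, both with higher expression in low RFI steers. It called 0 of 13025 genes under ZG and 0 of 12417 genes under H2, where the smallest adjusted p was 0.282 and 0.224, respectively. For HF steers, it called 0 of 13025 genes under H1, 0 of 12492 under ZG and 0 of 12549 under H2, with a smallest adjusted p of 0.315, 0.551 and 0.852, respectively. Genes with an unadjusted p under 0.05 numbered 1518 for CH under H1, 1755 under ZG and 355 under H2, while 646, 651 and 621 would be expected without any difference between RFI groups. For HF, 863 genes had an unadjusted p under 0.05 under H1, 261 under ZG and 435 under H2, while 651 would be expected under H1 and 627 under H2. The expected counts leave out how far such counts vary with the grouping, so an excess is by itself no evidence of an RFI effect. With redrawn RFI labels, 6 of 100 splits gave as many genes for CH under H1, the real one included. The share was 1 of 10 under ZG and 54 of 100 under H2, and 20, 51 and 50 of 100 for HF under H1, ZG and H2. With DESeq2 1.42.0 in place of edgeR, 160, 158 and 4 genes were called for CH under H1, ZG and H2 and 26, 2 and 5 genes for HF from the same counts. Of the genes called by DESeq2 for CH, 84 were upregulated and 76 downregulated in low RFI steers under H1, and 38 were upregulated and 120 downregulated under ZG.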

The top DEGs for each comparison are represented in Tables 3 and 4 for CH and HF, respectively. 

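The 2 genes called by edgeR were both in the CH H1 comparison. TNFAIP3 had 10.6 ± 1.55 CPM (SD, n = 9 low RFI steers) against 6.64 ± 1.32 CPM (SD, n = 11 high RFI steers), a log2 fold change of 0.67 (SE 0.11, adjusted p = 0.0258 from edgeR's quasi-likelihood test). TNFAIP3 was above every high RFI steer in 8 of the 9 low RFI steers, and an exact permutation test over the 167960 splits gave a two-sided p of 2.98e-05. KRBA1 had 1.30 ± 0.41 CPM (SD, n = 9) against 0.488 ± 0.224 CPM (SD, n = 11), a log2 fold change of 1.39 (SE 0.23, adjusted p = 0.0258 from edgeR). KRBA1 was no longer called with all 12 groups in one fit (adjusted p = 0.502 from edgeR), while the adjusted p of TNFAIP3 was at most 0.0828 over its alternatives.

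**Figure D1:**
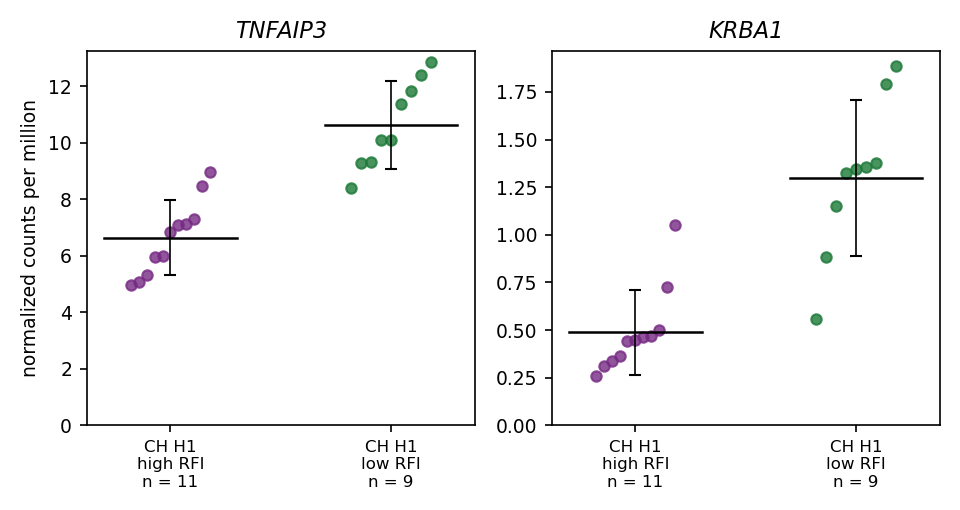
Normalized counts (CPM) of TNFAIP3 and KRBA1 in each CH steer under H1 by RFI group, with horizontal lines at the means and error bars of 1 SD. The low RFI steers lie between 8.41 and 12.9 CPM for TNFAIP3 and the high RFI steers between 4.98 and 8.95 CPM.

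The genes with the smallest p under ZG in CH were BHMT2, with a log2 fold change of 1.29 (SE 0.16, adjusted p = 0.282 from edgeR), and SLC39A4, with a log2 fold change of -2.65 (SE 0.34, adjusted p = 0.282 from edgeR). For both genes the 3 low RFI steers were separated from the 3 high RFI steers, which gives a two-sided exact permutation p of 0.1, the smallest that 3 steers against 3 allow. Under H2 in CH, LOC768255 and GIMAP4 had log2 fold changes of -3.55 (SE 0.64) and -3.08 (SE 0.58), both with an adjusted p of 0.224 from edgeR. Their high RFI values ranged from 2.10 to 106.4 CPM and from 4.44 to 149.3 CPM, so that neither gene separated the RFI groups. For HF under ZG, INPP1 was above every high RFI steer in all 10 low RFI steers, with a log2 fold change of 0.73 (SE 0.14, adjusted p = 0.551 from edgeR). ASIP for CH under H2, LOC782233 for HF under H1, and C1R and LOC100295234 for HF under H2 had too few counts to pass edgeR's filter. The paper's DESeq2 list includes these 4 genes.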

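The genes listed by the authors were taken identifier by identifier into each comparison. For CH under H1, 158 of the 160 listed genes passed edgeR's filter, and all 158 changed in the listed direction. Of these, 157 had an unadjusted p under 0.05, 2 were called over all genes tested, and 157 passed when the p-values were adjusted over the list alone. The authors chose each list on the same libraries. Direction, unadjusted p and adjustment over the list alone are therefore no measure of stability. For CH under ZG, 157 of the 158 listed genes were tested, all 157 in the listed direction and with an unadjusted p under 0.05, and their adjusted p ranged from 0.282 to 0.365. For HF under H1, 24 of the 26 listed genes were tested, all 24 in the listed direction, with adjusted p from 0.315 to 0.569. DESeq2 1.42.0 called every listed gene in each of the 6 comparisons and no other gene, and its log2 fold changes differed from the listed ones by at most 2.87e-05.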

All DEGs for each breed and diet are listed in Additional file 2.

**Table 3:** The most significantly differentially expressed genes between high and low RFI Charolais steers across three dietary phases

Diet and Breed	Gene	LogFC	*P*-value
CH.H1	*TNFAIP3*	0.66	0.0002
	*KRBA1*	1.39	0.00069
	*SIK1*	1.33	0.0043
	*IRS2*	1.23	0.0043
CH.ZG	*SLC39A4*	−2.68	4.58E-09
	*BHMT2*	1.26	7.60E-08
	*TNC*	2.02	2.95E-07
	*ENSBTAG00000016032*	1.58	2.95E-07
	*ABCA6*	1.16	0.0001
CH.H2	*LOC768255*	−3.55	0.00024
	*GIMAP4*	−3.08	0.0065

*RFI* residual feed intake, *CH* Charolais, *H1* high concentrate diet 1, *H2* high concentrate diet 2, *ZG* zero-grazed grass diet, *LogFC* log_2_fold-change in low-RFI steers compared to high-RFI steers; *P*-value = Benjamini-Hochberg corrected *P*-value to account for multiple testing

**Table 4:** The most significantly differentially expressed genes between high and low RFI Holstein-Friesian steers across three dietary phases

Diet and breed	Gene	LogFC	*P-*value
HF.H1	*SNRPD3*	−0.37	0.0010
	*AK3*	−0.35	0.0013
	*GSTM1*	−0.87	0.0061
	*MOB3B*	0.72	0.0061
	*LOC782233*	−5.45	0.0061
	*HPRT1*	−0.33	0.011
	*ENSBTAG00000032859*	−0.66	0.016
	*ACMSD*	−1.04	0.024
	*PARM1*	1.15	0.024
	*ANPEP*	1.10	0.024
	*GUCY2D*	−0.89	0.024
	*GSTA4*	−0.88	0.026
	*RAB4A*	−0.29	0.026
	*CYTH3*	0.52	0.026
	*HSD17B6*	−0.36	0.028
	*RAC1*	0.35	0.038
HF.ZG	*INPP1*	0.73	0.005
	*ALAS1*	−0.94	0.074
HF.H2	*UOX*	0.85	0.028
	*C1R*	7.45	0.055
	*LOC100295234*	2.92	0.055
	*SNCA*	−3.61	0.055
	*FBP2*	−3.06	0.055

*RFI* residual feed intake, *HF* Holstein-Friesian, *H1* high concentrate diet 1, *H2* high concentrate diet 2, *ZG* zero-grazed grass diet, *LogFC* log_2_fold-change in low-RFI steers compared to high-RFI steers; *P*-value = Benjamini-Hochberg corrected *P*-value to account for multiple testing

In CH cattle, three DEGs were common to the H1 and ZG diets, while no gene was common to all three diets. These genes shared between H1 and ZG in CH were *growth arrest and DNA damage inducible gamma* (*GADD45G)*, *haptoglobin precursor* (*HP*) and *MID1 interacting protein 1* (*MID1IP1*). 

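Since edgeR called no gene under ZG, no gene called by edgeR was shared between H1 and ZG in CH. With DESeq2, 3 genes were shared between the 160 genes of H1 and the 158 genes of ZG, and lists of these sizes drawn at random from the 12548 genes with an adjusted p in both would share 2.01 genes on average. No gene was shared by H1, ZG and H2 with either tool.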

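HP (ENSBTAG00000006354) had 644.2 ± 980 CPM (SD, n = 9) in low RFI and 392.2 ± 869 CPM (SD, n = 11) in high RFI CH steers under H1, and the medians were 276 and 121 CPM. Its log2 fold change was 0.72 (SE 0.91, adjusted p = 0.797 from edgeR's quasi-likelihood test) with edgeR and 2.25 (adjusted p = 0.0534) with DESeq2. In each RFI group 1 steer was far above the group mean, with 3007 CPM in the high RFI and 3061 CPM in the low RFI group. DESeq2 replaces outlying counts in groups of this size, and without that replacement its log2 fold change of HP was 0.71 (adjusted p = 0.778). Under ZG, HP had 1132 ± 1236 CPM (SD, n = 3) in low RFI and 38.0 ± 41.6 CPM (SD, n = 3) in high RFI steers, a log2 fold change of 4.90 (SE 1.57, adjusted p = 0.365 from edgeR). Of the 3 low RFI steers under ZG, 2 were above all high RFI steers (exact permutation test, two-sided p = 0.2). MID1IP1 (ENSBTAG00000011463) had log2 fold changes of -0.67 under H1 (SE 0.18, adjusted p = 0.227 from edgeR) and -0.91 under ZG (SE 0.22, adjusted p = 0.365 from edgeR). With DESeq2 the adjusted p of MID1IP1 was 0.0376 under H1 and 0.0527 under ZG. Under H1, 5 of the 9 low RFI steers had a lower MID1IP1 value than every high RFI steer, and under ZG all 3 did.

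**Figure D2:**
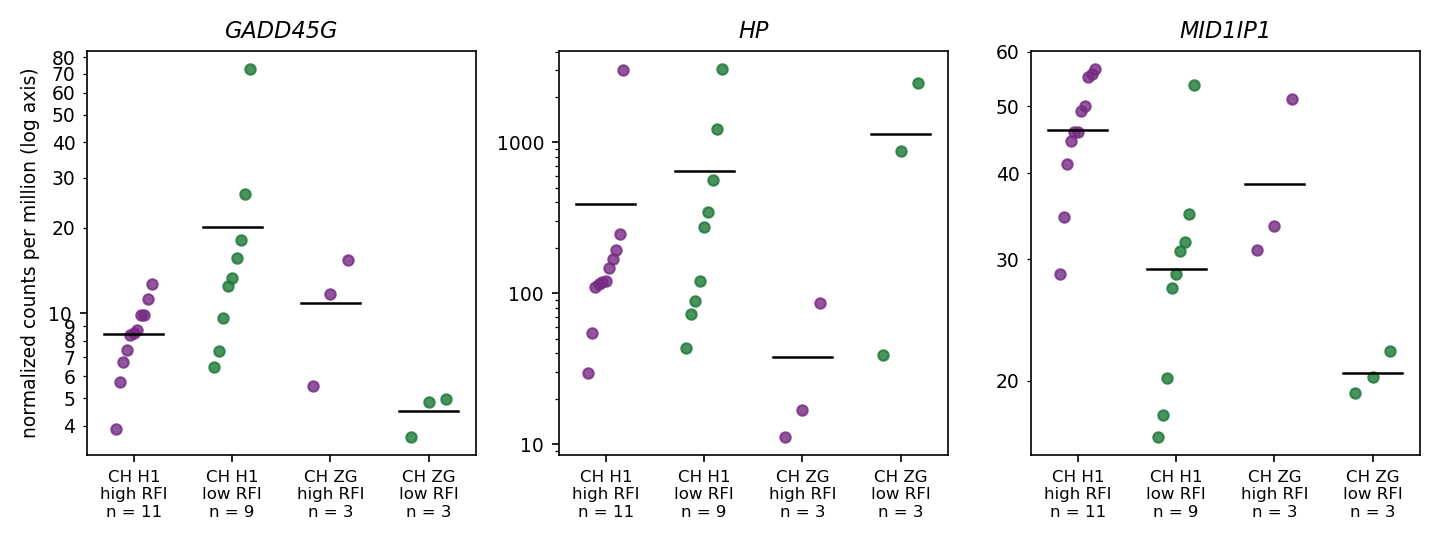
Normalized counts (CPM, log axis) of GADD45G, HP and MID1IP1 in each CH steer under H1 and ZG by RFI group, with horizontal lines at the group means. One high RFI steer under H1 reaches 3007 CPM for HP, while the other high RFI steers stay at or below 248 CPM.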

*HP* was upregulated in low RFI steers across both diets, while *MID1IP1* was downregulated in the same diets. However, relative to high RFI, *GADD45G* was upregulated in low RFI CH steers offered the H1 diet, while it was downregulated in low RFI steers offered the ZG diet. 

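GADD45G (ENSBTAG00000003033) under H1 had 20.2 ± 20.6 CPM (SD, n = 9) in low RFI and 8.45 ± 2.48 CPM (SD, n = 11) in high RFI CH steers, a log2 fold change of 1.23 (SE 0.38, adjusted p = 0.256 from edgeR's quasi-likelihood test). Of the 9 low RFI steers, 5 were above every high RFI steer, and the highest had 72.6 CPM. Under ZG it had 4.50 ± 0.74 CPM (SD, n = 3) in low RFI and 10.9 ± 4.98 CPM (SD, n = 3) in high RFI steers, a log2 fold change of -1.27 (SE 0.37, adjusted p = 0.365 from edgeR). The difference between both diets, tested as an interaction term over 26 CH libraries, was 2.53 on the log2 scale (SE 0.75, adjusted p = 0.0505 from edgeR over 13734 genes). GADD45G was among 1588 genes called for this difference, a count that 5 of 60 splits with redrawn RFI labels reached, the real one included. DESeq2 called GADD45G under H1 with an adjusted p of 0.092 and under ZG with 0.0967.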

There were no common DEGs across dietary phases for HF cattle. Similarly, no DEG was shared across breeds, for any of the three dietary phases.

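With edgeR no HF gene was called in any phase, so an overlap between phases could not be examined with that tool. The HF gene lists called with DESeq2 shared 0 genes between any 2 phases, and lists of these sizes drawn at random would share at most 0.01 genes on average.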

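The difference between the RFI effects of CH and HF was tested as an interaction term within each diet. edgeR called 0 genes under H1, 0 under ZG and 0 under H2, and 1271, 766 and 287 genes had an unadjusted p under 0.05, while 673, 670 and 648 would be expected without any difference. Such counts vary widely with the grouping, so the expected counts are no test. Data were also simulated with genes drawn independently and a difference of 1 on the log2 scale. There edgeR recovered 73%, 0.5% and 38% of the changed genes under H1, ZG and H2. The 0 under ZG is therefore not informative. DESeq2 called 30, 0 and 2 genes in the same 3 tests. The largest overlap to be expected by chance between a CH list and an HF list called with DESeq2 in one diet was 0.31 genes, for H1.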

### Pathway analysis and functional enrichment

For the CH cohort 141 and 143 genes mapped to the Ingenuity Pathway analysis (IPA) knowledge database for the H1 and ZG, respectively. For the HF steers, 26 genes mapped to the H1 diet.

Following IPA analysis, 103 and 77 significantly enriched (Fisher’s exact *P-*value < 0.05) canonical pathways were identified for H1 and ZG, respectively in the CH cohort. Table 5 illustrates the top ten canonical pathways affected by RFI divergence between CH steers for the both diets examined via IPA. 

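Table 5 assigns 20 different genes to the top pathways of CH under H1 and 24 to those under ZG, of which 17 and 23 could be matched by name to an identifier in Additional file 2. All 17 genes under H1 and all 23 under ZG changed in the direction given in Table 5. Their unadjusted p was under 0.05 for 16 of 17 genes under H1 and for 23 of 23 under ZG. The paper called these genes on the same libraries, so their direction and unadjusted p are no independent support. edgeR called 1 of the 17 genes under H1, TNFAIP3, and 0 of the 23 under ZG, where the adjusted p ranged from 0.282 to 0.365. JUN, which Table 5 places in 9 pathways under H1, had a log2 fold change of 0.38 (SE 0.10, adjusted p = 0.243 from edgeR's quasi-likelihood test).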

For the HF steers offered the H1 diet, 27 significantly enriched canonical pathways were identified. Table 6 lists the top ten canonical pathways for the HF-H1 breed-diet combination, while all enriched canonical pathways are listed in Additional file 3. 

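Of the 7 genes that Table 6 assigns to pathways of HF under H1, 6 passed edgeR's filter and all 6 changed in the direction given in the table with an unadjusted p under 0.05. None was called by edgeR, the adjusted p ranging from 0.315 to 0.569. The paper called these genes, too, on the same libraries, so direction and unadjusted p are no independent support. FCER1A had too few counts to pass the filter. The log2 fold changes of GSTA4 and ANPEP, assigned to glutathione-mediated detoxification, were -0.88 (SE 0.21, adjusted p = 0.463 from edgeR) and 1.10 (SE 0.25, adjusted p = 0.463 from edgeR).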

A total of two pathways were enriched across both examined diets for CH (Table 7). 

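Within the acute phase response pathway, the genes named for CH under ZG included LBP, with a log2 fold change of 2.07 (SE 0.53, adjusted p = 0.365 from edgeR's quasi-likelihood test), SERPINA3 with 1.71 (SE 0.53, adjusted p = 0.365 from edgeR) and FGG with 0.80 (SE 0.19, adjusted p = 0.365 from edgeR), while HRAS was lower in low RFI with -1.22 (SE 0.35, adjusted p = 0.365 from edgeR). Under H1 the pathway included IL1A, with a log2 fold change of 1.00 (SE 0.25, adjusted p = 0.183 from edgeR), and NFKBIA with 0.45 (SE 0.13, adjusted p = 0.256 from edgeR), while MAP2K6 was lower with -0.45 (SE 0.13, adjusted p = 0.253 from edgeR). HP was the gene of this pathway named in both diets. A test of the whole acute phase gene set was not made. Just 7 of the 32 genes of a list set out beforehand could be matched to an identifier through the names in Additional file 2.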

The two pathways for the CH cohort were interlukin-6 (IL-6) signalling and acute phase response signalling.

**Table 5:** The top ten canonical pathways for Charolais steers within each dietary phase for which IPA was performed

Diet-Breed Combination	Canoncial pathway	Differentially Expressed Genes	*P*-value
CH.H1	Toll-like Receptor Signalling	*IL1A, JUN,* ***MAP2K6*** *, NFKBIA, TNFAIP3,* ***UBA52***	8.71E-09
	CD40 Signalling	*IRS2, JUN,* ***MAP2K6*** *, NFKBIA, TNFAIP3*	0.00015
	IL-6 Signalling	**CSNK2B**, IL1A, IRS, JUN, **MAP2K6**, NFKBIA	0.00017
	Aryl Hydrocarbon Signalling	**ALDH9A1**, IL1A, JUN, MYC, TFDP1, **TGM2**	0.00028
	Cholecystokinin/Gastrin mediated Signalling	IL1A, JUN, **MAP2K6**, *MAPK7,* ***RND3***	0.00046
	p53 Signalling	*GADD45G, IRS2, JUN, TNFRSF10A, TP53INP1*	0.00071
	TNFR2 Signalling	*JUN, NFKBIA, TNFAIP3*	0.00093
	Acute Phase Response Signalling	*HP, IL1A, JUN,* ***MAP2K6*** *, NFKBIA,* ***SAA1***	0.00097
	IL-10 Signalling	*IL1A, JUN,* ***MAP2K6*** *, NFKBIA*	0.001
	NFKB Signalling	***CSNK2B,*** *IL1A, IRS2,* ***MAP2K6*** *, NFKBIA, TNFAIP3*	0.0013
CH.ZG	Glycine Betaine Degradation	*BHMT2, DMGDH,* ***SARDH***	0.000029
	Acute Phase Response Signalling	*C5, FGG, HP,* ***HRAS*** *, LBP, SERPINA3*	0.0009
	Hereditary Breast Cancer Signalling	***CCND1*** *,* ***FGFR3*** *,* ***GADD45G*** *,* ***HDAC5*** *,* ***HRAS***	0.0027
	EIF2 Signalling	***ATF5*** *,* ***CCND1*** *,* ***EIF1*** *,* ***FGFR3*** *,* ***FGFR3*** *,* ***HRAS*** *,* ***RPL13***	0.0033
	Role of Macrophages, Fibroblasts and Endothelial Cells in Rheumatoid Arthritis	*C5,* ***CCND1*** *,* ***FGFR3*** *,* ***HRAS*** *,* ***IL17RC*** *,* ***MIF*** *,* ***TRAF4***	0.0043
	Extrinsic Prothombin Activation Pathway	*F5, FGG*	0.0045
	Chronic Myeloid Leukemia Signalling	***CCND1*** *,* ***FGFR3*** *,* ***HDAC5*** *,* ***HRAS***	0.0056
	Germ Cell-Sertoli Junction Signalling	***BCAR1*** *,* ***FGFR3*** *,* ***HRAS*** *,* ***TUBA4A*** *,* ***TUBB4B***	0.0057
	Methylglyoxal Degradation VI	***LDHD***	0.0063
	GADD45 Signalling	***CCND1, GADD45G***	0.0063

*H1* high concentrate, phase 1, *ZG* Zero-grazed grass, *CH* Charolais; *P*-value = Fisher’s exact test *P*-value, bold text indicates gene downregulation in low-RFI steers

**Table 6:** The top ten canonical pathways for Holstein-Friesian steers offered the high-concentrate one diet

HF.H1	Glutathione-mediated Detoxification	*ANPEP,* ***GSTA4*** *,* ***GSTM1***	4.92E-08
	2-amino-3-carboxymuconate Semialdehyde Degradation to Glutaryl-CoA	***ACMSD***	1.693E-05
	Branched-chain α-keto acid Dehydrogenase Complex	***DLD***	0.00016
	2-ketoglutarate Dehydrogenase Complex	***DLD***	0.00024
	2-oxobutanoate Degradation I	***DLD***	0.00024
	Glycine Cleavage Complex	***DLD***	0.00034
	Acetyl-CoA Biosynthesis I (Pyruvate Dehydrogenase Complex)	***DLD***	0.00045
	Fc Epsilon RI Signalling	*FCER1A, RAC1*	0.00052
	Phagosome Formation	*FCER1A, RAC1*	0.00069
	Aryl Hydrocarbon Receptor Signaling	***GSTM1, GSTA4***	0.00076

*H1* high concentrate, phase 1, *HF* Holstein-Friesian; *P*-value = Fisher’s exact test *P*-value, bold text indicates gene downregulation in low-RFI steers

**Table 7:** The canonical pathways shared across dietary phases for which IPA was performed for Charolais steers

Canonical pathway	H1 *P*-value	ZG *P*-value
IL-6 Signalling	0.00017	0.0085
Acute phase response signalling	0.00076	0.00071

*H1* high concentrate, phase 1, *ZG* zero-grazed grass, *CH* Charolais; *P*-value = Fisher’s exact test *P-*value

Following IPA analysis, 14 enriched (Fisher’s exact *P-*value < 0.05) biological functions were significant across all examined dietary phases for both low-RFI CH and HF (Additional file 4).

### Discussion

In order to identify genes associated with RFI status which are not subject to environmental influences, we carried out RNA-Seq on the liver transcriptome of CH and HF steers divergent for RFI across three dietary phases, on a breed-by-breed basis. This analysis identified two biological pathways significantly enriched across all dietary phases for CH steers. Both of these pathways are immune function related. At the individual gene level, we found three DEGs common to two diets within the CH breed. We also identified genes implicated in processes previously associated with variation in RFI such as oxidative phosphorylation and extracellular matrix organisation [25, 27]. 

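Of the 73 steer numbers, 14 occurred in more than 1 phase within one breed, and 6 of these 14 steers changed RFI group between phases. In CH 3 of 6 repeated steers changed group and in HF 3 of 8. Libraries of one steer deviated together from their group means, with a median correlation of 0.68 across 45 genes that differ between steers over 18 pairs of libraries. These genes were chosen after the data were examined, and the median was 0.537 across a wider choice of 118 genes and 0.281 across all 13720 expressed genes. The difference between the RFI effects of H1 and ZG was tested in CH as an interaction term over 26 libraries, and edgeR called 1588 of 13734 genes, 1222 with a higher and 366 with a lower log2 fold change under H1 than under ZG. As many genes were called in 5 of 60 splits with redrawn RFI labels, the real one included. Those splits appear to keep the ZG grouping, so they cannot decide whether the count of 1588 follows RFI. The alternative that moved this count most was the addition of one covariate, the score of each library on the first principal component of the 47 HF libraries, chosen after the data were examined. With it edgeR called 0 genes, and 674 had an unadjusted p under 0.05, while 40 covariates with permuted scores left 61 to 3380 genes, with a median of 1437.5. The real score separates the RFI groups of the 6 CH steers under ZG and so also takes up an RFI effect under ZG, a relation that permuted scores do not keep. DESeq2 called 2077 genes for this difference without the covariate and 14 with it. With the steer as a replicate block in limma-voom, which takes account of the 3 steers with a library under both diets, 1816 genes were called.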

The absence of consistently differentially expressed genes within RFI groups across dietary phase and breed supports the previously observed re-ranking of cattle when offered different diets [17, 28].

### Immune function

Two immune related pathways were enriched for genes differentially expressed in CH steers offered the H1 and ZG diets. For the CH steers, the IL-6 signalling pathway was significantly enriched across all investigated diets. This pathway is activated when IL-6 is released from cells of the immune system in response to inflammatory conditions [29]. The second enriched pathway in CH, the acute phase response pathway, is an early step in fighting infection and serves to initiate inflammation upon the detection of pathogens or injury [30]. In support of the immune-related findings in CH, nine of the ten canonical pathways enriched across all diet-breed comparisons for HF steers were also related to immune function or autoimmunity. Previous work by Salleh et al.*,* (2017) reported similar findings whereby they observed that pathways related to immune function were enriched in RFI divergent dairy cattle [31]. In beef cattle, several studies have reported enrichment of immune-related pathways in RFI-divergent cattle [32, 33]. These results coupled with the findings of the current study highlight the role of the immune system in efficient feed usage.

Of the individual genes identified as differentially expressed in more than one diet, *GADD45G* and *HP* have been identified as associated with immune-related functions. In the present study, *GADD45G* expression was upregulated in low RFI steers offered the H1 diet, while its expression was downregulated in low RFI CH steers fed the ZG diet. The increased expression of *GADD45G* in low-RFI steers offered a high-concentrate diet, which is different from previous observations where *GADD45G* was downregulated when Nellore cattle were offered a forage-based diet [23]. However, it has been suggested that liver inflammation may occur when an animal is fed a high-concentrate diet [23, 34]. This may account for the increased expression of *GADD45G* during the H1 phase. The downregulation of *GADD45G* in low-RFI steers offered the ZG diet may indicate that low-RFI steers experience less inflammation than their high-RFI counterparts when offered a grass diet. Previous work in Canadian cattle identified *HP* as downregulated in the liver of low-RFI Angus steers offered a high-concentrate diet [26], however in the present study *HP* expression was increased in low-RFI CH steers offered both the H1 and ZG diets.

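The difference between the RFI effects of H1 and ZG in CH was -4.18 for HP on the log2 scale (SE 2.05, adjusted p = 0.209 from edgeR's quasi-likelihood test). DESeq2 gave -4.16 for this difference with an adjusted p of 0.0982, just under the threshold. Of the 9 low RFI steers under H1, 1 was above every high RFI steer (exact permutation test, two-sided p = 0.342).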

Several groups have suggested that increased inflammation leads to poor feed efficiency due to increased energy expended fighting infection, or other pro-inflammatory challenges [35, 36]. However, others have suggested that increased expression of pro-inflammatory genes enables cattle to respond more efficiently to immune challenges and therefore use less energy combating chronic infection [33, 37]. Our results indicate that diet may also play a key role in the effect of the immune system on RFI status by causing a genotype-by-environment interaction, whereby feed type causes inflammation or immune challenge.

### Lipid metabolism

The final DEG identified in both H1 and ZG diets for CH was *MID1IP1,* a gene required for fatty acid and lipid synthesis [38]. 

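MID1IP1 under H1 had 29.1 ± 11.3 CPM (SD, n = 9) in low RFI and 46.2 ± 8.83 CPM (SD, n = 11) in high RFI CH steers (exact permutation test over 167960 splits, two-sided p = 0.00135). Under ZG it had 20.5 ± 1.44 CPM (SD, n = 3) against 38.6 ± 11.1 CPM (SD, n = 3). The difference between the RFI effects of both diets was 0.26 on the log2 scale (SE 0.35, adjusted p = 0.661 from edgeR's quasi-likelihood test).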

*MID1IP1* was observed to be downregulated in low-RFI CH steers offered H1 and ZG diets*.* Downregulation of *MID1IP1* in low-RFI CH cattle is in agreement with previous work carried out in Canadian beef cattle, where it was observed that low-RFI steers displayed lower levels of hepatic lipid synthesis than high-RFI steers [26]. The same authors suggested that decreased lipid synthesis may be due to efficient cattle partitioning greater energy to muscle deposition than fat. Lipid metabolism was also observed to be an enriched biological function in all breed-diet comparisons in this study, illustrating the integral role that this pathway plays in RFI divergence as has been previously reported in other hepatic transcriptome studies [22, 23, 26, 27].

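DGAT2 (ENSBTAG00000001154) had 32.0 ± 6.89 CPM (SD, n = 9) in low RFI and 45.9 ± 10.4 CPM (SD, n = 11) in high RFI CH steers under H1, a log2 fold change of -0.52 (SE 0.14, adjusted p = 0.209 from edgeR's quasi-likelihood test). Of the 9 low RFI steers, 4 were below every high RFI steer. DESeq2 gave an adjusted p of 0.047.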

*Diacylglycerol acyltransferase (DGAT)*, a gene within the lipid metabolism biological function, was identified as downregulated in low-RFI CH steers offered the H1 diet. Similarly, Salleh et al. (2017) found this gene to be down-regulated in the hepatic transcriptome of low-RFI Holstein cattle [31]. Contrastingly, *insulin receptor substrate 2 (IRS2)* was observed to be upregulated in low-RFI CH steers offered the H1 diet. 

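IRS2 (ENSBTAG00000012019) had 9.74 ± 3.47 CPM (SD, n = 9) in low RFI and 4.12 ± 1.65 CPM (SD, n = 11) in high RFI CH steers under H1, a log2 fold change of 1.23 (SE 0.26, adjusted p = 0.183 from edgeR's quasi-likelihood test). Of the 9 low RFI steers, 7 were above every high RFI steer and 1, with 1.59 CPM, was below all of them. DESeq2 gave an adjusted p of 0.00435.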

Previous work in pigs also observed the upregulation of *IRS2* in feed efficient animals [39]. *IRS2* knockout mice display increased adiposity and total body fat mass [40]. This potentially indicates that downregulation of *IRS2* observed in the high-RFI CH steers offered the H1 diet may lead to increased energy partitioned to fat deposition. 

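ASIP (ENSBTAG00000034077) had at most 3 reads in each of the 9 low RFI CH steers under H2, while the 8 high RFI steers reached up to 244 reads. In CPM the high RFI mean was 4.93 ± 6.10 (SD, n = 8) with a median of 2.13, and the low RFI mean was 0.0574 ± 0.0698 (SD, n = 9). High RFI steers had either more than 4 CPM, in 4 steers, or less than 0.1 CPM, in the other 4. The gene did not pass edgeR's filter. Its adjusted p from edgeR was 0.946 without the filter and 0.00856 with all 12 groups in one fit. An exact permutation test gave a two-sided p of 0.0384 (n = 9 and 8), or 0.0505 when adjusted over the 46 permutation tests. DESeq2 called the gene under H2 with an adjusted p of 0.0302. Low RFI CH steers had ASIP reads in the other diets, 223 in steer 579 and 112 in steer 950 under H1. Under ZG low RFI steer 357 had 333 reads. The DESeq2 log2 fold change for CH was 0.659 under H1 and 6.04 under ZG, without an adjusted p in either.

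**Figure D3:**
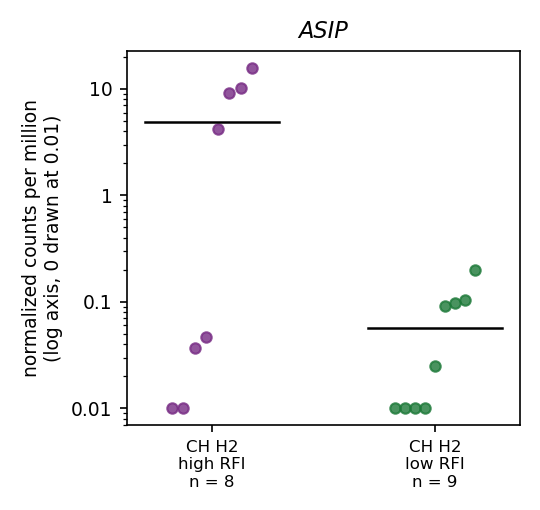
Normalized counts (CPM, log axis, values of 0 drawn at 0.01) of ASIP in each CH steer under H2 by RFI group, with horizontal lines at the group means. The ASIP values of the high RFI steers fall into a group above 4 CPM and a group below 0.1 CPM, and the low RFI steers are at or below 0.198 CPM.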

*Agouti signalling protein (ASIP)* and *synuclein alpha (SNCA)* were both downregulated in the hepatic transcriptome of CH steers offered the H2 diet. Both of these genes have previously been associated with increased lipid synthesis [41, 42]. These results further support the hypothesis that feed efficient cattle expend less energy for hepatic lipid synthesis than their inefficient counterparts [26]. Efficient cattle may partition more energy to muscle gain than lipid synthesis, and are therefore more feed efficient [26].

### Extracellular matrix proteins

*Tenascin C* (*TNC*) was observed to be upregulated in low-RFI CH steers offered the ZG diet. This gene has previously been identified as upregulated in the liver transcriptome of low-RFI Angus bulls [27]. Those authors hypothesized that the upregulation of *TNC* may indicate that the liver of low-RFI cattle exhibit greater cellular organisation than inefficient cattle. 

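TNC (ENSBTAG00000000575) under ZG had 79.4 ± 26.9 CPM (SD, n = 3) in low RFI and 19.2 ± 4.22 CPM (SD, n = 3) in high RFI CH steers, a log2 fold change of 2.05 (SE 0.29, adjusted p = 0.31 from edgeR's quasi-likelihood test). With each steer left out in turn, the log2 fold change stayed between 1.74 and 2.23. DESeq2 gave an adjusted p of 2.97e-07. The exact permutation test gave a two-sided p of 0.1, the smallest that 3 steers against 3 allow. With edgeR, TNC was also higher in low RFI under H1, with 0.80 for CH (SE 0.40) and 0.84 for HF (SE 0.45). It was lower for HF under ZG, with -1.04 (SE 0.47). Under H2 it was -0.60 for CH (SE 0.55) and -0.30 for HF (SE 0.43).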

Our results support this hypothesis as we also observed the upregulation of *TNC* in efficient animals and that the biological function cellular assembly and organisation was also enriched in all diet-breed comparisons investigated. Previous work investigating differential gene expression in the rumen epithelium found that *tubulin alpha 4a* (*TUBA4A*) was upregulated in low-RFI crossbred steers [25], further supporting the hypothesis that efficient animals exhibit greater extracellular matrix organisation than their inefficient counterparts. However, we have observed that hepatic *TUBA4A,* was downregulated in the low-RFI steers offered the ZG diet. Consequently, further work is required to elucidate the role of extracellular matrix genes in the liver of RFI-divergent cattle, and the role these genes play in feed efficiency.

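TUBA4A (ENSBTAG00000030974) under ZG had 10.4 ± 1.88 CPM (SD, n = 3) in low RFI and 22.6 ± 1.47 CPM (SD, n = 3) in high RFI CH steers, a log2 fold change of -1.12 (SE 0.19, adjusted p = 0.365 from edgeR's quasi-likelihood test). The 3 low RFI steers were below the 3 high RFI steers, and with each steer left out in turn the log2 fold change stayed between -1.24 and -0.97. DESeq2 gave an adjusted p of 0.000938.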

### Oxidative phosphorylation

*Glutathione S-transferase Mu 1* (*GSTM1)* encodes for a member of the glutathione S-transferase family. Chen et al.*,* (2011) observed that *GSTM1* was downregulated in low-RFI Angus bulls. These same authors hypothesized that feed efficient cattle experience less oxidative stress and consequently the mRNA abundance of genes involved in the metabolism of oxidative stress products is reduced. Similarly, in the present study, *GSTM1* was identified as a downregulated gene in low-RFI HF steers offered the H1 diet. 

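GSTM1 (ENSBTAG00000017765) under H1 had 151.6 ± 61.1 CPM (SD, n = 7) in low RFI and 277.3 ± 34.5 CPM (SD, n = 9) in high RFI HF steers, a log2 fold change of -0.87 (SE 0.18, adjusted p = 0.315 from edgeR's quasi-likelihood test). Of the 7 low RFI steers, 6 were below every high RFI steer (exact permutation test, two-sided p = 0.00035). DESeq2 gave an adjusted p of 0.00606. Additional file 2 lists a second identifier named GSTM1 (ENSBTAG00000037673), with 130.3 ± 48.3 CPM (SD, n = 7) against 239.0 ± 72.1 CPM (SD, n = 9) and a log2 fold change of -0.88 (SE 0.23, adjusted p = 0.569 from edgeR). Whether reads were shared between these copies cannot be read from the counts.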

Our finding of decreased *GSTM1* abundance is in agreement with the hypothesis suggested by Chen et al., (2011) and others who observed that efficient cattle experience less oxidative stress than their inefficient counterparts [27]. This has also been observed in poultry [43, 44]. However, Paradis et al.*,* (2015) and Tizioto et al.*,* (2015) observed that *GSTM1* transcript levels were increased in feed efficient crossbred heifers and Nellore steers, respectively [22, 33]. From their findings, Paradis et al.*,* (2015) suggested that low-RFI cattle respond in a more efficient manner to oxidative stress than their high-RFI counterparts. It is possible that observed variation in *GSTM1* expression across studies may represent a genotype-by-environment interaction whereby certain feed efficient animals experience less oxidative stress, while others may be adapted to deal with this stressor in a more effective manner.

### Effect of differential dietary phases on RFI

The absence of commonly DEGs across all diets for either breed investigated in this study may support previous findings highlighting re-ranking of animals in terms of RFI when they are offered differing diets over their lifetime [17, 28]. These results, as well as the variation in direction of activation of immune genes, such as *GADD45G*, and oxidative stress response genes, e.g. *GSTM1,* across dietary phases highlights the previous suggestions that diet effects RFI status [18]. However, further work is required to validate this hypothesis in larger sample sizes.

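For GADD45G outside the 2 CH comparisons named by the paper, the log2 fold change was 0.29 for CH under H2 (SE 0.33, adjusted p = 0.998 from edgeR's quasi-likelihood test) and lay between -0.11 and -0.01 in the 3 HF comparisons. GSTM1 (ENSBTAG00000017765) had negative log2 fold changes in 5 of the 6 comparisons, -0.47, -0.24 and -0.41 for CH under H1, ZG and H2 and -0.87 and -0.21 for HF under H1 and H2, and 0.08 for HF under ZG (SE 0.20, adjusted p = 1 from edgeR). The second identifier named GSTM1 (ENSBTAG00000037673) had -0.375, 0.142 and -0.124 for CH under H1, ZG and H2 and -0.875, -0.041 and -0.003 for HF, with an adjusted p of 0.504 or more in each. The difference between the RFI effects of H1 and ZG in CH was -0.21 for GSTM1 (SE 0.43, adjusted p = 0.776 from edgeR). The paper states that the absence of DEGs common to all diets may support earlier findings that animals re-rank for RFI between diets.

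**Figure D4:**
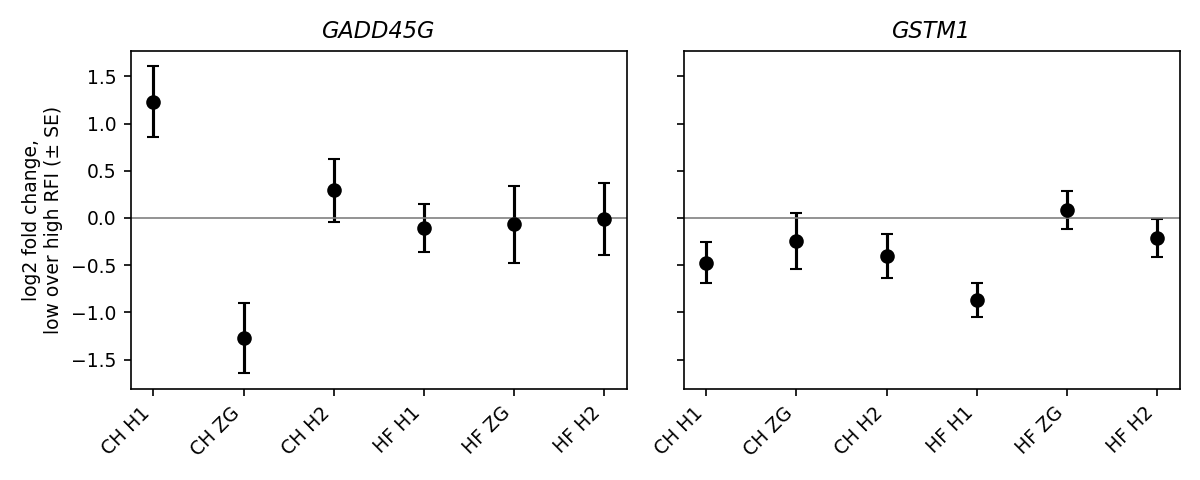
Log2 fold changes of GADD45G and GSTM1, low over high RFI, in the 6 breed and diet comparisons, with error bars of 1 SE. GADD45G is at 1.23 for CH under H1 and at -1.27 for CH under ZG, and GSTM1 is lowest for HF under H1 at -0.87.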

Furthermore, an additional method of analysis which may identify genes consistently differentially expressed across breeds within dietary phase would be to conduct analysis in both breeds simultaneously, rather than independently as was the case in this study. This would facilitate identification of genes associated with RFI regardless of breed.

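One RFI effect was fitted over both breeds within each diet, with breed as a covariate. edgeR called 3 genes under H1, 0 under ZG and 0 under H2, while 1225, 256 and 527 genes had an unadjusted p under 0.05 and 673, 670 and 648 would be expected without any difference. As above, these expected counts are no test, because such counts vary widely with the grouping. The 3 genes under H1, chosen after their values were seen except TNFAIP3, were DOCK8 with a log2 fold change of 0.44 (SE 0.08, adjusted p = 0.0902 from edgeR's quasi-likelihood test), TNFAIP3 with 0.51 (SE 0.10, adjusted p = 0.096 from edgeR) and ENSBTAG00000001867 with 0.33 (SE 0.07, adjusted p = 0.096 from edgeR). Each had a higher median in low RFI steers in both breeds, but the genes were called on these same libraries, so the medians are no separate support. The CH libraries in which TNFAIP3 was already called are part of this fit. For HF under H1 alone, the log2 fold change of TNFAIP3 was 0.29 (SE 0.17, adjusted p = 0.772 from edgeR). DESeq2 called 97, 1 and 2 genes under H1, ZG and H2. Of the 97 genes 2 were higher and 95 lower in low RFI. Under H1 its filter on mean counts left 1597 genes to be adjusted, and the 3 genes called by edgeR were not among these, with DESeq2 log2 fold changes of 0.433, 0.502 and 0.311.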

## Conclusion

We investigated differential gene expression using RNA-Seq analysis in the liver of CH and HF steers divergent in RFI across three dietary stages, with the goal of identifying genes and pathways associated with RFI across breed and diet. We identified three DEGs shared across two diets for CH steers. Fourteen biological pathways were shared across all diets which were subjected to IPA for both breeds. The identification of physiological processes such as the immune response as enriched for genes implicated in RFI highlights the importance of this biological process in feed efficiency. Further work investigating genes within identified pathways may enable discovery of biomarkers for RFI that may be incorporated into genomic-assisted breeding programmes, as well as enhancing our understanding of the underlying biology of variation in the RFI trait. However, further work is required in this area in order to replicate and validate these results in independent and larger cattle populations.

## Methods

### Animal model

All procedures involving animals in this study were reviewed and approved by the Teagasc animal ethics committee and were conducted under an experimental licence issued by the Health Products Regulatory Authority (AE19132/P029), in accordance with the Cruelty to Animals Act 1876 and the European Communities (Amendment of Cruelty to Animals Act 1876) Regulations 2002 and 2005.

This experiment was conducted as part of a larger study examining genotype-by-environment interactions for and repeatability of feed efficiency across growing and finishing stages of beef production, during which diets offered differed in energy density and chemical composition. The animal model used was described in detail previously [17, 28]. The animals used in this study were purchased from commercial herds and maintained solely for the purposes described in the studies of Coyle et al. [17, 28] and the current study. The experimental design is outlined in Fig. 1. Following the study they were slaughtered in an EU licenced abattoir.

**Fig. 1:**
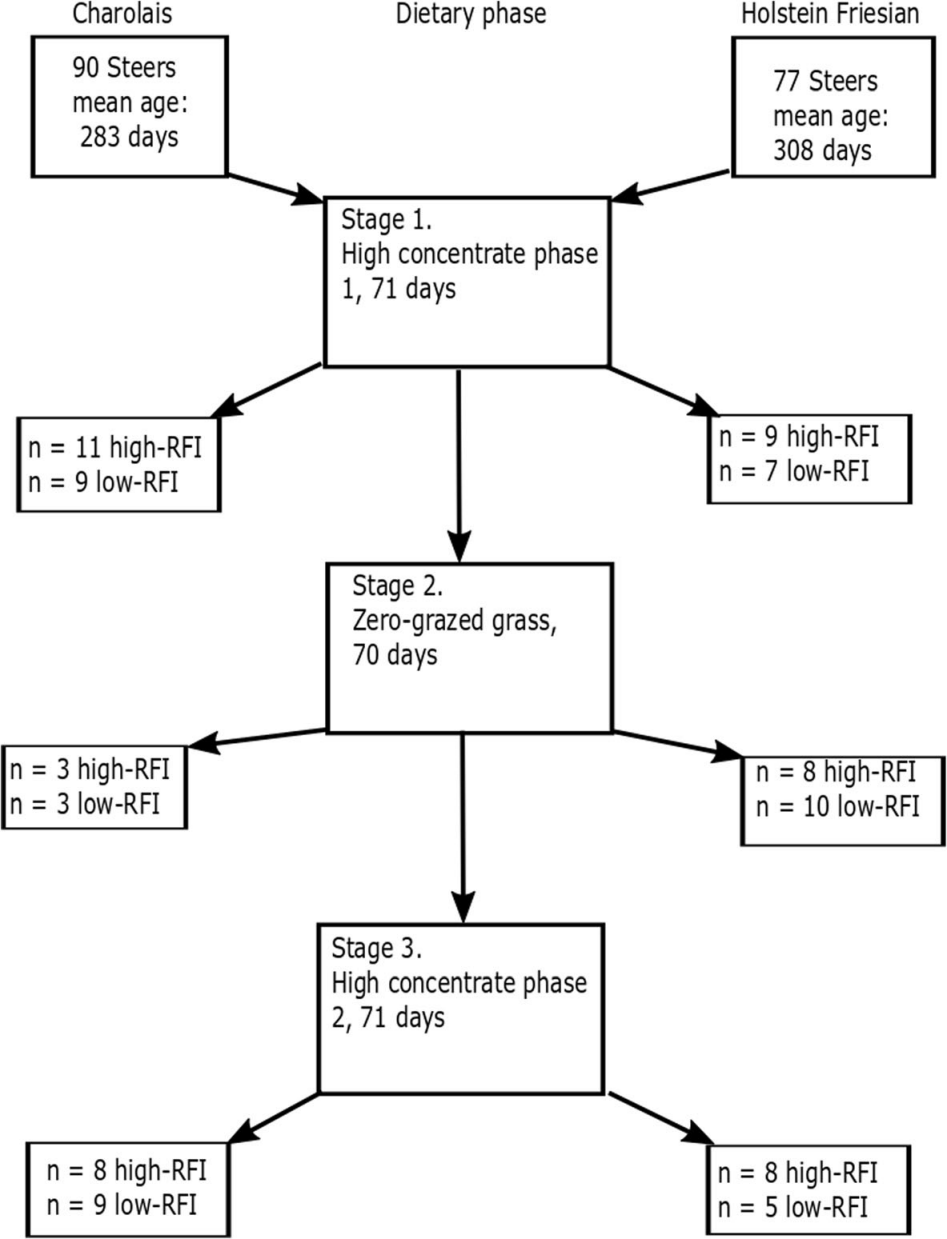
Outline of the feeding trial design during which RFI was measured. During each dietary stage, steers were offered the respective diet for 70 days following a period of dietary adaptation. At the end of each dietary stage, liver biopsies were taken and RFI was calculated. Within breed, all steers were ranked for RFI. RNA-Seq libraries were generated from biopsies taken from the most RFI-divergent steers (*n* = 12 high and *n* = 12 low)

Briefly, 90 CH and 77 HF steers were offered different diets throughout their lifespan. All cattle were initially offered H1 in the growing phase, ZG diet during the growing phase and then H2 during the finishing phase (Fig. 1). Between the H1 and ZG phases cattle were offered a grass silage diet, and between phases ZG and H2 cattle were allowed a grazed grass diet. During these grazed grass and grass silage diets, biopsies were not taken, and data obtained were not included in any analysis pertaining to this work. Individual dry matter intake (DMI) and growth were measured over the three individual feeding phases this study is focussing on, each at least 70 days in duration, which were preceded by dietary adaption periods. During these phases individual feed intake values were measured for each steer daily using a Calan gate system (American Calan Inc., Northwood, NH). At the start of the first dietary phase (H1) the mean age (standard deviation) of the steers was 283 days (18.3) and 306 days (7.7), for CH and HF, respectively. During each individual feeding phase the health of all cattle was monitored. Any animal which required treatment was noted and excluded from downstream analysis.

During H1 and H2, steers were individually offered the same high-concentrate diet ad libitum and a restricted allowance of grass silage daily in order to maintain healthy rumen function. The high-concentrate diet consisted of 860 g/kg rolled barley, 60 g/kg soya bean meal, 60 g/kg molasses and 20 g/kg minerals and vitamins. During the ZG phase, steers were individually offered ad libitum zero-grazed grass (DM 183 g/kg). Grass was harvested twice daily from *Lolium perenne* dominant swards using a zero-grazer. Chemical composition of these diets is as outlined in Additional file 1 [16, 34]. Cattle were given unrestricted access to fresh, clean drinking water throughout all phases of this study.

Steer body weight (BW) was measured, prior to feeding, on at 14-day intervals throughout the dietary phases as well as on two consecutive days at the beginning and the end of each phase. The two measurements taking at the start and end of each phase were averaged in order to get the most accurate starting and finishing weight of each animal, respectively.

### Computation of traits

At the end of each dietary phase, ADG of individual steers was calculated as the coefficient of the linear regression of BW (kg) on time (days) using the GLM procedure of SAS 9.3 (SAS Inst. INC., Cary, NC, USA). Mid-test metabolic weight was computed as BW^0.75^ halfway through each test period, which was estimated from the intercept and the slope of the regression line through all BW^0.75^ observations.

Predicted DMI was computed for each steer, within breed, by regressing DMI on MBW and ADG using a multiple regression model. The model used to compute predicted DMI was:

$$ {Y}_j={\beta}_0+{\beta}_1{MBW}_j+{\beta}_2{ADG}_j+{e}_j, $$

where Y_j_ was the average DMI of the *j*th steer, β_0_ is the regression intercept, β_1_ is the partial regression coefficient on MBW, β_2_ is the partial regression coefficient on ADG and e_j_ is the random error associated with the *j*th animal. RFI was calculated as the difference between actual and predicted DMI. Steers were ranked by RFI within breed for each dietary phase, and the twelve most efficient (low RFI) and the twelve least efficient (high RFI) animals were identified for each breed and phase, and biopsies from these animals were used for RNA-Seq library generation.

### Sample collection, RNA extraction and cDNA library synthesis

Liver tissue was collected from all animals at the end of each dietary phase by percutaneous punch as described by McCarthy et al. (2009) [45]. Animals received local anaesthetic (5 ml Adrenacaine, Norbrook Laboratories, Ireland Ltd.) and care was taken to ensure samples were consistently harvested from the same location for each animal. All instruments used for biopsy collection were sterilized, washed with 70% ethanol and treated with RNaseZap (Ambion, Applera Ireland, Dublin, Ireland). All samples were washed in sterile DPBS, snap frozen in liquid nitrogen and stored at − 80 °C prior to further analysis.

Fifty mg of the biopsied tissue was used for the isolation of total RNA. Samples were homogenised using a rotor-strator tissue lyser (Qiagen, UK) in 3 ml of QIAzol (Qiagen, UK). RNA was extracted and purified using the RNeasy plus Universal kit (Qiagen, UK) as per the manufacturer’s instructions. RNA quantity was determined using a Nanodrop spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). Quality control checks were carried out on isolated RNA using the RNA 6000 RNA Nano Lab Chip Kit and the Agilent Bioanalyser 2100 (Agilent Technologies Ireland Ltd., Dublin, Ireland). Samples displaying a RNA integrity number of greater than 8 were deemed of sufficient quality for analysis, and were subjected to cDNA synthesis.

cDNA libraries were prepared for sequencing using the Illumina TruSeq stranded mRNA sample prep kit (Illumina, San Diego, CA, USA) as per manufacturer’s instructions. Library validation was conducted using the DNA 1000 Nano Lab Chip which was read using the Agilent Bioanalyser 2100 (Agilent Technologies Ltd. Dublin, Ireland). Library concentration was assessed using a Nanodrop Spectrophotometer (Nanodrop Technologies, Wilmington, DE, USA). Samples with a DNA concentration of greater than 25 ng/μl were subjected to further analysis. Libraries were pooled and 50 base-pair, single-end sequencing was conducted using an Illumina HiSeq 2500. Prior to library generation, some samples were excluded due to poor RNA quality. 

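The counts analysed here cover 43 CH and 47 HF libraries. No pair of libraries was identical, and the highest correlation between any pair was 0.9966.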

A total of 45 CH and 58 HF libraries were sequenced successfully (Fig. 1). All sequence data generated as part of this study has been submitted to the Gene Expression Omnibus repository and can be accessed using the accession number GSE111464.

### RNA-Seq data analysis

Sequencing data was supplied in FASTQ format. Adapter and low quality sequence data was removed using cutadapt (v. 1.13) [46]. Reads were retained if they had a base quality of at least 30 and a minimum length of 20 bp. FastQC (v. 0.11.5) [47] was used for quality assessment of the filtered data. Both cutadapt and FastQC were called using TrimGalore! (v.0.4.3) [48]. After trimming, libraries with less than 10^7^ reads were discarded. Before filtering an average of 29.05 million reads per sample was generated, and these reads had an average GC-content of 47.99% with 96.92% of bases having a quality score greater than 30. Following filtering, average reads per sample remained at 29.05 million, and average GC-content increased to 48.06%. 

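Reads counted on genes averaged 20442733 per library over the 90 libraries analysed here, 20620000 for CH and 20280553 for HF. The number of genes with at least 1 read ranged from 14212 to 16855 per library.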

Post-filtering, 99.05% of bases had a Q score greater than 30.

Reads were mapped to the bovine reference genome (UMD3.1) [49] using STAR (v.2.5.1) [50]. Protein coding genes were supplied from the Ensembl [51] version 87 annotation of the *Bos Taurus* genome [49]. The STAR parameter “*quantMode GeneCounts”* was used to quantify the mapped reads at the gene level.

Analysis of the gene count data was carried out using the Bioconductor [52] package DESeq2 [53] (v. 1.16.1). Raw gene counts were provided to DESeq2 and an analysis pipeline, DESeq, was applied to the data to accurately calculate dataset-specific analysis parameters and apply negative binomial GLM fitting for use in the subsequent differential expression analysis. Any samples identified as outliers were removed. Low count reads were removed within the DESeq pipeline using the command “*results()*” which removed lowly expressed genes from analysis [53]. The differential expression analyses were performed separately for each breed and each dietary phase where RFI status was fitted as a variable. For each pair of experimental groups under investigation, a list of differentially expressed genes (DEGs) was extracted directly from the DESeq2 data. A Benjamini-Hochberg correction was applied to account for multiple test burden [54]. Following correction, an adjusted *P*-value of < 0.1, the recommended threshold for DESeq2, was used to denote significance.

### Pathway and functional enrichment analysis

Each list of DEGs was further investigated using Ingenuity Pathway Analysis (IPA; Ingenuity Systems, Redwood City, CA, USA). DEGs, along with their respective fold-changes and adjusted *P-*values were submitted to IPA for analysis. Ingenuity pathway analysis allows examination of over-represented biological pathways and biological functions [39]. Ingenuity pathway core analysis was performed on genes identified as statistically significant (adjusted *P* < 0.1) following DESeq2 analysis. However, if too few genes reached an adjusted *P*-value < 0.1 within a diet-breed combination for IPA to be performed, that combination would be excluded from IPA. Consequently, 160 and 158 genes were uploaded to IPA for the CH H1, ZG and H2 diets, respectively, while 27 genes were uploaded to IPA for the HF H1, diet.

Genes were then mapped to IPA biological functions and canonical pathways. Biological functions and canonical pathways were significantly enriched if the *P-*value of the overlap between the input gene list and the genes within the database for a given function or pathway was less than 0.05. Upregulation or downregulation of functions or pathways was determined by a z-score, as calculated by IPA from the expression levels of input genes in a function or pathway. A negative z-score represented downregulation of a function or pathway, while a positive z-score represented upregulation.

## Additional files

Additional file 1: Chemical composition of the feed offered to steers offered three different diets.

Additional file 2: All genes deemed to be differentially expressed for each individual dietary phase for Charolias and Holstein-Friesian steers. (XLSX 30 kb)

Additional file 3: All canonical pathways identified as significantly enriched by IPA across each dietary phase for both Holstein-Friesian and Charolais steers.

Additional file 4: The range of P-values for the biological functions that were significantly enriched across all dietary phases for low-RFI Charolais and Holstein-Friesian steers.

## Data Availability

The datasets generated and analysed in the current study are available in the Gene Expression Omnibus (GEO) repository, and are accessible through the GEO accession number GSE111464.

## Abbreviations

ADG: Average daily gain
BW: Body weight
cDNA: Complementary DNA
CH: Charolais
DEG: Differentially expressed gene
DMI: Dry matter intake
DNA: Deoxyribonucleic acid
GEBVs: Genomic estimated breeding values
H1: High-concentrate phase 1
H2: qHigh concentrate phase 2
HF: Holstein-Frieisan
IPA: Ingenuity pathway analysis
MBW: Metabolic body weight
PCR: Polymerase chain reaction
RFI: Residual feed intake
RNA-Seq: RNA Sequencing
ssGWAS: Single-step genome-wide association study
ZG: Zero-grased grass

How the deposited data were processed for this re-analysis (not part of the article)

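Liver RNA of CH and HF steers with low or high RFI was sequenced by the authors as 50 bp single-end reads for the H1, ZG and H2 phases. The authors trimmed the reads with cutadapt in TrimGalore, aligned them to the bovine genome UMD3.1 with STAR and counted them per gene of the Ensembl 87 annotation, and they deposited raw counts. The counts of 24616 genes in 90 libraries were analysed here. No normalization had been applied to the deposited counts. The trimming, alignment and counting are therefore part of the deposited values and could not be varied. The counts give Ensembl identifiers without gene names or positions. Names were taken from the 352 identifiers that Additional file 2 names, and positions were not used here. One gene that the paper names is not reported here.

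Libraries were grouped by the breed, phase and RFI group given in their labels, which made 12 groups. None of the 90 libraries was left out, and steers are named by their number. Reads counted on genes per library ranged from 9097695 to 63621304 with a median of 18858293. In groups of 3 steers, an exact permutation test cannot go below a two-sided p of 0.1.

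Each of the 6 breed and diet comparisons was fitted alone with RFI group as the variable, as in the paper. The fits used edgeR 4.0.16 in R 4.3.3, with TMM normalization, the filterByExpr filter on low counts, robust quasi-likelihood dispersions and Benjamini-Hochberg adjustment. Genes with an adjusted p under 0.1 were called. The standard error of a log2 fold change was computed as its absolute value divided by the square root of the F statistic. Further edgeR fits tested the difference between the RFI effects of H1 and ZG in CH, the difference between breeds within each diet, one RFI effect over both breeds within each diet, and one RFI effect over all 90 libraries. Two-sided exact permutation tests compared the means of log2 normalized counts over every split of the steers of a comparison. The 46 tests, each on a named gene in a comparison, were adjusted together. Their p-values are printed unadjusted unless an adjusted value is named. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for the comparisons between steers, the tables and the figures.

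The named genes are every gene the paper names in its text or in Tables 3 and 4, in the comparison for which it names it, and in each comparison the 2 upregulated and 2 downregulated genes with the smallest p among those called. Genes of Tables 5 and 6 were given as counts or where a claim needed them.

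The alternatives tried were the DESeq2 Wald test (DESeq2 1.42.0), DESeq2 size factors in place of TMM, no filter on low counts, at least 10 counts in every sample, an adjusted p under 0.05, all 12 groups in one fit, limma-voom with sample quality weights (limma 3.58.1), the steer as a replicate block in limma-voom, each steer left out in turn where a group has 5 steers or fewer, and the fit without the library of steer 1797. The pairing of libraries by steer comes from the steer numbers in the library labels. Alternatives added after the data were examined were edgeR's likelihood ratio test, DESeq2 without replacement of outlying counts, and the score of each library on the first principal component of the HF libraries as a covariate.

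The fits were tested on simulated data with the dispersions and depths of each comparison, in which 200 genes changed by a log2 fold change of 1. Each gene was drawn independently, so variation shared by many genes was left out, and the simulated recovery and false calls do not cover it. With redrawn RFI labels of the real libraries, edgeR called up to 287, 2 and 1102 genes for CH under H1, ZG and H2. For HF it called up to 3, 1 and 2698 genes. edgeR recovered 91% of these genes for CH under H1, 18.5% under ZG and 77.5% under H2, and 81.5%, 68% and 72.5% for HF under H1, ZG and H2. For the difference between breeds edgeR recovered 73% under H1, 0.5% under ZG and 38% under H2. DESeq2 recovered 94.5%, 38% and 83% for CH and 85%, 75.5% and 84% for HF. The false calls of edgeR numbered 14, 7 and 10 for CH and 14, 13 and 21 for HF, and those of DESeq2 26, 48 and 50 for CH and 43, 38 and 53 for HF.

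A correction for GC content was left out, and GC values were not used here. Tests of the acute phase, lipid synthesis and glutathione gene sets were left out. Just 7 of 32, 2 of 25 and 2 of 28 genes of these sets could be matched to an identifier through the names in Additional file 2, fewer than the 80% required. Tests for muscle, blood, pancreas, leukocyte and adipose cells in the biopsies were left out because no marker gene was matched in this way.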

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

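The tests on the principal component of the libraries and on the concentration of counts in single libraries were chosen only after the results they test were seen, while the comparisons with other splits in this part were set before their outcome was seen.

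A library stood apart from the rest of its group in 5 of 84 groups of 4 to 10 libraries tested, where about 4 would be expected by chance. The gap to the nearest library is given as a share of the range of the group, on the log2 scale for CPM and total counts. It was 0.597 for HSD17B6 in the low RFI HF steers under H1 (steer 1877, 1171 CPM against 953.3 CPM) and 0.745 for IRS2 in the low RFI CH steers under H1 (steer 950, 1.591 CPM against 7.74 CPM). For the percentage of counts on the 100 highest genes it was 0.59 in low RFI HF steers under H1 (steer 5632, 47.78% against 51.28%) and 0.565 in high RFI HF steers under H2 (steer 1639, 62.89% against 57.35%). For total counts it was 0.579 in high RFI HF steers under ZG (steer 1639, 63621304 against 23866335). No biological explanation was tested for these libraries, and their number is close to that given by chance.

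The RFI effect of CH steers differed between H1 and ZG in a test of the difference itself, for 1588 genes, 1222 with a higher and 366 with a lower log2 fold change under H1. Among the named genes, the difference was 2.481 for KRBA1 (SE 0.599, adjusted p = 0.0225 from edgeR), 2.22 for SIK1 (SE 0.644, adjusted p = 0.0466 from edgeR), 2.392 for IRS2 (SE 0.669, adjusted p = 0.0395 from edgeR), 2.527 for GADD45G (SE 0.75, adjusted p = 0.0505 from edgeR) and 2.9 for SLC39A4 (SE 0.585, adjusted p = 0.017 from edgeR). It was -1.485 for ENSBTAG00000016032 (SE 0.399, adjusted p = 0.0319 from edgeR) and -1.009 for ABCA6 (SE 0.252, adjusted p = 0.0247 from edgeR). When RFI labels were redrawn within each diet, 5 of 60 splits, the real one included, gave as many genes, and another split gave 2699. The splits took no account of the 3 steers with a library under both diets. In the other splits with as many genes, the difference was correlated with the log2 fold changes listed for CH under ZG at -0.985 to -0.987. In the real split this correlation was -0.978. These splits thus appear to keep the ZG grouping and to redraw H1 alone. As many genes therefore arose with other H1 groupings, but the 5 of 60 cannot decide whether the difference follows RFI.

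A candidate explanation for the 1588 genes is one axis of variation shared by many genes. The first principal component of the 47 HF libraries held 40% of their variance, and every CH library was scored on it. The libraries were not centred on the dietary phase first, so the component contains differences between phases. Group mean scores lay between -1.008 and -0.839 under H1, between -0.626 and 0.641 under ZG, and between 0.312 and 0.679 under H2. With this score as a covariate, 0 genes were called for the difference between H1 and ZG (674 at an unadjusted p under 0.05), while 40 covariates with scores permuted over the libraries left 61 to 3380 genes, with a median of 1437.5. Under ZG the mean score was 0.539 in the 3 low RFI and -0.626 in the 3 high RFI CH steers (exact permutation test, two-sided p = 0.1, the smallest that 3 steers against 3 allow). The score separates the RFI groups there, so the covariate takes up an RFI effect under ZG whatever its cause. The permuted scores do not keep this relation, so the 0 genes do not favour the axis over an RFI effect. Within diet and RFI group, the score of the 47 HF libraries followed the percentage of counts on the 100 highest genes (Pearson r = 0.808, permutation p = 1e-05, the smallest that the permutations can give, Spearman rho = 0.713, permutation p = 1e-05). Without the 2 libraries farthest from the median r was 0.76, and the Benjamini-Hochberg value over 6 relations was 6e-05. In the 43 CH libraries r was 0.568 (permutation p = 4e-05, rho = 0.582, r without 2 libraries 0.571, Benjamini-Hochberg value 0.00012). For depth r was -0.14 in the HF libraries (permutation p = 0.342, rho = -0.06, permutation p = 0.686, r without 2 libraries -0.018, Benjamini-Hochberg value 0.342), and in the CH libraries -0.262 (permutation p = 0.0897, rho = -0.373, permutation p = 0.0137, r without 2 libraries -0.256, Benjamini-Hochberg value 0.108), so depth may have a part in the axis in CH. For the number of genes detected r was -0.443 in the HF libraries (permutation p = 0.00215, rho = -0.316, permutation p = 0.032, r without 2 libraries -0.388, Benjamini-Hochberg value 0.0043) and -0.415 in the CH libraries (permutation p = 0.00627, rho = -0.518, permutation p = 0.00057, r without 2 libraries -0.224, Benjamini-Hochberg value 0.0094). The axis differs between dietary phases, and it may also reflect a state of the liver or the composition of the library. These were not told apart. GC content could not be examined. The splits with redrawn labels cannot decide whether the difference follows RFI, because those with as many genes appear to keep the ZG grouping.

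In the HF and CH steers of H1 fitted together, 3 genes were called, a result for data that the paper did not analyse in this way. The genes were DOCK8, TNFAIP3 and ENSBTAG00000001867, with log2 fold changes of 0.437, 0.506 and 0.325, and DOCK8 and ENSBTAG00000001867 were chosen after their values were seen. Each had at least 10 counts in all 36 libraries, and the low RFI median was above the high RFI median in both breeds. The genes were called on these same libraries, so the medians are no separate support. The CH libraries in which TNFAIP3 was already called are among the 36, and for HF alone its log2 fold change was 0.293 (SE 0.167, adjusted p = 0.772 from edgeR). Of 60 splits with RFI labels redrawn within each breed, 2 gave as many genes, the real one included. The library of low RFI steer 5632 had the highest count of each gene, with at most 8.3% of all counts of the gene. At an adjusted p under 0.05 the number of genes was 0, with 1225 genes at an unadjusted p under 0.05. A relation of these genes to RFI is a hypothesis, and composition, GC content and other cells in the biopsy were not tested for it.

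With all 90 libraries in one fit, 3 genes were called, all lower in low RFI. These genes, ENSBTAG00000019379, ENSBTAG00000019813 and ENSBTAG00000031188, were chosen after their values were seen. Their log2 fold changes were -5.216, -4.759 and -3.437 with edgeR and -0.712, -0.472 and -1.006 with DESeq2. DESeq2 called 2 genes over all 90 libraries and none of these 3. They had at least 10 counts in 3, 5 and 3 libraries, none of them from low RFI steers. The library of high RFI HF steer 2065 under H1 held 81.6%, 70.8% and 70.5% of their counts, so concentration of the counts in one library is a candidate explanation. As many genes were called in 6 of 30 splits. No biological explanation was tested.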

How the results depend on the processing

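The tests with edgeR's likelihood ratio test, with DESeq2 without outlier replacement and with the principal component score were chosen only after the results were seen, and all other alternatives were set before the data were examined.

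With the DESeq2 Wald test in place of edgeR, 160, 158 and 4 genes were called for CH under H1, ZG and H2 and 26, 2 and 5 genes for HF, and H1 and ZG in CH shared 3 genes. DESeq2 also called 30 genes for the difference between breeds under H1 and 2 under H2, 97, 1 and 2 genes over both breeds under H1, ZG and H2, and 2077 genes for the difference between H1 and ZG in CH, 1567 with a higher and 510 with a lower log2 fold change under H1. Over all 90 libraries DESeq2 called 2 genes, both lower in low RFI. Both genes called by edgeR for CH under H1 were among the 160. Of the 97 genes 2 were higher and 95 lower in low RFI. The 3 genes called by edgeR over both breeds under H1 had no adjusted p from DESeq2, whose filter left 1597 genes there, so they could not be among the 97. With DESeq2 without outlier replacement the counts were 167, 159, 6, 29, 2 and 5. With edgeR's likelihood ratio test they were 80, 72, 3, 9, 2 and 3, with 1 gene shared by H1 and ZG, 16 and 1 genes for the difference between breeds under H1 and H2, 7, 1 and 2 genes over both breeds and 0 genes over all 90 libraries (681 at an unadjusted p under 0.05).

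With all 12 groups in one fit, 4 genes were called for CH under H1, 5 for CH under H2, 13 for HF under H1 and 2 for HF under ZG. With limma-voom and sample weights, 19 genes were called for CH under H1, 9 for CH under ZG and 1 for HF under H1, 909 for the difference between H1 and ZG in CH, 1 over both breeds under H1 and 11 over all 90 libraries. With at least 10 counts in every sample, 1 gene was called for CH under H1. Without a filter on low counts, 1 gene was called over both breeds under H2 and 10 over all 90 libraries. At an adjusted p under 0.05, 658 genes were called for the difference between H1 and ZG in CH and 0 over both breeds under H1 (1225 at an unadjusted p under 0.05). The cause was not tested for these changes.

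With the principal component score as a covariate, edgeR called 0 genes for the difference between H1 and ZG in CH (674 at an unadjusted p under 0.05) and DESeq2 14, against 1588 and 2077 without it. The score separates the RFI groups of CH under ZG, so the covariate also takes up an RFI effect. DESeq2 with this covariate called 73 genes for CH under H1 and 28 under ZG. With the steer as a replicate block, which pairs libraries of one steer, limma-voom called 1816 genes for this difference and 0 over all 90 libraries (666 at an unadjusted p under 0.05). For CH under ZG, from 0 to 1 genes were called across the 6 fits that each left out one steer, against 1755 genes at an unadjusted p under 0.05 with all 6. For HF under H2, 0 genes were called in all 13 such fits. In the same fits DESeq2 called from 15 to 1064 genes for CH under ZG and from 0 to 17 for HF under H2.

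The 41 log2 fold changes of named genes kept their direction in all 426 values under the alternatives. Their side of the threshold was the same in 308 values, while 117 passed it where edgeR did not and 1 no longer passed. This 1 was KRBA1 in CH under H1, with an adjusted p of 0.502 with all 12 groups in one fit. For HP in CH under H1 the log2 fold change ranged from 0.54 to 2.253 and its adjusted p from 0.0534 to 0.997. ASIP for CH under H2, LOC782233 for HF under H1, and C1R and LOC100295234 for HF under H2 were removed by edgeR's filter, so no value of the main fit was there to compare with. Without the filter their adjusted p from edgeR was 0.946, 0.731, 0.98 and 0.433, in that order. With all 12 groups in one fit ASIP passed with 0.00856, and the other genes did not pass.

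The comparison of CH under ZG had 3 steers in each RFI group, and 18.5% of simulated genes with a log2 fold change of 1 were recovered there by edgeR. A correction for GC content, the gene set tests with fry and camera, and the alternatives of these sets were not run, and GC values and marker lists with identifiers were not used here.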

Differences from the paper's values

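No test in this part was chosen only after the result was seen, apart from those named as such.

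For CH under H1, 2 genes were called against the paper's 160, under ZG 0 (1755 at an unadjusted p under 0.05) against the paper's 158, and under H2 0 (355 at an unadjusted p under 0.05) against the paper's 4. For HF, 0 genes were called under H1 (863 at an unadjusted p under 0.05) against the paper's 26, 0 under ZG (261 at an unadjusted p under 0.05) against the paper's 2, and 0 under H2 (435 at an unadjusted p under 0.05) against the paper's 5. Among the alternatives set before the data were examined, the DESeq2 Wald test, the tool that the paper's methods name, gave 160, 158, 4, 26, 2 and 5 genes. All 12 groups in one fit gave 5 genes for CH under H2 and 2 for HF under ZG, close to the paper's numbers, with 1 gene of the paper's list in each. The other alternatives set at that time, DESeq2 size factors, no filter on low counts, at least 10 counts in every sample, an adjusted p under 0.05, limma-voom with sample weights, leaving out each steer and leaving out steer 1797, did not close the gap for any comparison in which they were run. DESeq2 without outlier replacement, chosen after seeing the values, gave 167, 159, 6, 29, 2 and 5 genes, and edgeR's likelihood ratio test, chosen after seeing the values, gave 80, 72, 3, 9, 2 and 3.

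No gene was shared by H1 and ZG in CH with edgeR against the paper's 3. The DESeq2 Wald test gave 3, and DESeq2 size factors, no filter, at least 10 counts in every sample, an adjusted p under 0.05, all 12 groups in one fit and limma-voom with sample weights gave 0. edgeR's likelihood ratio test, chosen after seeing the values, gave 1.

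For HP in CH under H1 the log2 fold change was 0.715 (SE 0.914) against the paper's 2.25332. The DESeq2 Wald test gave 2.253, and the other alternatives set before the data were examined did not close the gap, with values from 0.54 to 0.863. Of 41 log2 fold changes compared with the paper's, this was the 1 that differed by more than the SE.

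The paper names 45 CH and 58 HF libraries as sequenced, and 43 and 47 libraries were analysed here, in the group sizes of the paper's Table 2. The paper states that samples found to be outliers were taken out. The paper describes the direction of GSTM1 as varying across dietary phases. Its log2 fold change for HF was -0.872 under H1, 0.081 under ZG and -0.213 under H2, and for CH -0.472, -0.244 and -0.405. The second identifier of that name had -0.875, -0.041 and -0.003 for HF and -0.375, 0.142 and -0.124 for CH.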

Other observations

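The tests on CH under ZG, the overlap of lists, HP, the principal component score, the correlations between libraries of steers, LOC782233 and C1R were chosen only after the results were seen, while the other comparisons with splits and the breed score of steer 1797 were set before.

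Redrawing the RFI labels of the steers within a comparison gave a measure of how often other groupings call as many genes. For CH under H1 with edgeR, 3 of 100 splits gave 2 genes or more, the real one included, and another split gave 287. For CH under ZG all 10 of 10 splits gave 0 genes or more, which is fixed by the count of 0 (1755 at an unadjusted p under 0.05). For CH under H2 and HF under H1, ZG and H2 the same holds for 100 of 100 splits each, where other splits gave up to 1102, 3, 1 and 2698 genes. For the difference between breeds 60 of 60 splits gave as many genes under each of H1, ZG and H2, and over both breeds 60 of 60 under ZG and 60 of 60 under H2, which the counts of 0 also fix.

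With DESeq2, 3 of 40 splits gave 160 genes or more for CH under H1, and the other splits had a median of 1 gene and a maximum of 612. For CH under ZG 1 of 10 splits, the real one, gave 158 genes, and the others gave 7 to 49. A share under 0.1 is not possible there, so 3 steers against 3 cannot decide whether these genes follow RFI. For CH under H2 11 of 40 splits gave as many genes, for HF under H1 8 of 40, under ZG 18 of 40 and under H2 11 of 40, with maxima of 2549, 404, 191 and 3155 genes. For the number of genes at an unadjusted p under 0.05, 6 of 100 splits were as large for CH under H1, 1 of 10 under ZG (other splits at most 627 genes), 54 of 100 under H2, and 20, 51 and 50 of 100 for HF under H1, ZG and H2. With each steer left out in turn, DESeq2 called 190, 1064, 18, 76, 15 and 324 genes for CH under ZG.

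The log2 fold changes of the genes that the paper lists for CH under H1 were correlated across genes with their log2 fold changes in other comparisons, and genes are not independent replicates. The correlation was -0.18 in CH under ZG (5 of 10 splits as far from 0), -0.022 in CH under H2 (90 of 100) and -0.14 in HF under H1 (58 of 100). For the genes listed for CH under ZG it was -0.596 in HF under ZG (31 of 100).

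With the principal component score as a covariate, DESeq2 called 28 genes for CH under ZG, against 158 without it, and 73 genes for CH under H1, against 160 without it. The axis and RFI group are related in the 6 CH steers under ZG, so the 28 genes may leave out an RFI effect that follows the axis, and the counts cannot be told apart from it. Across genes, the loadings on the component were correlated with the log2 fold changes of CH under ZG (r = 0.684), under H1 (r = -0.263) and under H2 (r = 0.412).

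The log2 fold change of HP in CH under H1 with DESeq2 depended on the replacement of outlying counts, being 2.253 (adjusted p = 0.0534) with it and 0.707 (adjusted p = 0.778) without it, with an adjusted p from 0.0534 to 0.997 over all alternatives of this gene. The overlap of the DESeq2 lists of CH under H1 and ZG, 3 genes with 2.01 expected, is consistent with an overlap of 2 lists by chance (hypergeometric p = 0.327).

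Steer number 1797 is labelled CH under H1 and HF under H2. A score from 100 genes that differ between breeds, with the library itself left out, placed 0 of its 2 libraries nearer to the other breed, but the score placed just 29 of 36 libraries under H1 and 27 of 30 under H2 with their labelled breed. Across 45 genes that differ between steers, its 2 libraries had r = 0.088 and ranked 4 of 13 and 8 of 20, so whether the number covers 2 animals stays open. Across the same 45 genes, 18 pairs of libraries of one steer had a median r of 0.68, and 13 of these ranked first in both directions. The median r was 0.537 across a wider choice of 118 genes and 0.281 across all 13720 expressed genes, where the lowest was -0.416. For 1274 pairs of different steers the median was -0.011. The libraries of steer 5612 under ZG and H2 had r = 0.149 and ranked 3 of 13 and 7 of 18, which leaves open whether 1 of them carries the wrong number. The libraries of steers 5612 and 5609 under H2 had r = 0.817, and 2 other pairs of different steers had a higher r, 0.893 for steers 5613 and 1834 and 0.873 for steers 1078 and 447. Relatives could give such a value, and no pedigree was used here, so a mislabelled sample cannot be told apart from kinship.

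LOC782233 and C1R were expressed in some steers and nearly absent in others. Between the first 2 phases of 14 steers, LOC782233 had r = 0.881 (permutation p = 6e-05, rho = 0.895, permutation p = 4e-05, r without the 2 farthest steers 0.817, Benjamini-Hochberg value over 42 genes 0.00252), and r was 0.959 in 6 CH and 0.817 in 8 HF steers. A candidate explanation is a variant carried by some steers. C1R had r = 0.965 (permutation p = 0.00343, rho = 0.325, permutation p = 0.257, Benjamini-Hochberg value 0.0288), with 0.984 in 6 CH and 0.988 in 8 HF steers. Its r was -0.075 without the 2 farthest steers. These 2 steers, 1320 and 2220, were the 2 of the 14 with more than 1 CPM, in both of their phases, so leaving them out removes every expressing steer and does not count against a carried variant. Steer 1320 is CH and steer 2220 HF, so each within-breed r rests on 1 expressing steer. Muscle, blood or pancreas cells in the biopsies were not tested, because no marker gene is among the names in Additional file 2, the only source of names used here.

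HP in CH under H2 had a log2 fold change of -2.291 with edgeR and 1.354 with DESeq2, and in HF under ZG -0.907 and 2.313. In HF under H2 it was -1.205 and 1.807.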
